A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

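Genomic DNA from the tails of 8 mice of 1 non-irradiated family was studied, namely the sire, the dam and 6 progeny. The sample labels give the strain as C57BL/6 and the study's methods as C57BL/6J/Nrs. C57BL/6 is an inbred laboratory mouse strain. Each mouse was compared with the same reference male by comparative genomic hybridization on a custom array, once with the DNA of the mouse in Cy5 and once with it in Cy3, which gave 16 arrays. The 2 arrays of a mouse were treated as 1 replicate, so the mouse was the unit of every comparison. Groups came from the sample labels, and no sex was assigned to the progeny.

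The arrays were processed by the authors with Agilent Feature Extraction 10.7.1.1 before deposit. The deposited intensity columns hold background-subtracted, spatially detrended processed signals, with 1 linear dye factor per channel, and, separately, the median pixel intensity of each spot and of its local background. The deposited log10 column is the log10 ratio of processed Cy5 over Cy3 signal. Per the file headers, other columns hold flags of 0 or 1 for outlier spots, saturation and signals well above background. The authors' value table holds log2 ratios without centring, and comparison with the log10 column showed that it is reference over mouse on every array. Its column medians lay between -0.01 and 0.00. It covered 964482 of the 966371 non-control spots, by a filter not given in the sources used here.

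Probe positions were those of the file headers, on mm9 (NCBI37). The reference genome at hand was of the later build GRCm38, on which 6077 autosomal probes on 9 chromosomes would lie past the chromosome end. Coordinates were therefore kept on mm9, and neither this reference nor its gene annotation was used to place or name a probe. The files used here pair no probe with a gene. The rule for named genes had been to name the genes under the candidate regions, under the 15 family regions with the most positive probes and in fixed gene lists. It could not be applied, and the tests of the gene lists were not run. Regions are given by position instead.

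Control spots and spots with an outlier flag were left out, and spots of the same probe were averaged. The main value was the log2 of processed Cy5 over Cy3 signal, centred on the median of the autosomal probes of each array, with no loess or quantile step. All arrays were turned so that a positive value means more DNA in the mouse than in the reference, which is opposite to the authors' value table. This left 950749 distinct probes, of which 950622 were autosomal, 68 were on X and 23 were on Y. The median distance between neighbouring autosomal probe starts was 2053 bp. The precision was limited by the number of arrays. The SD of the autosomal log2 ratio lay between 0.20 and 0.29 per array. The signal-to-noise ratio in the file headers was 17.9 to 36.8 for green and 33.5 to 47.0 for red. Between 96.5% and 99.6% of the spots were well above background in both channels, and 0 spots were saturated.

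Positive probes followed the thresholds of the study's methods, which state no condition on the sign. The condition of the same sign in both arrays was added here. A probe was positive when both arrays passed 0.8 in absolute log2 ratio with the same sign, or when 2 adjacent probes had all 4 values past 0.5 with the same sign. Positive probes of 1 sign were joined into a region when at most 2 non-positive probes and at most 50 kb lay between them. A de novo candidate was a probe positive in a progeny and not positive with the same sign in the sire or the dam. The second, denser array and the quantitative PCR of the study were not used here.

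Own pairs of arrays were set against mismatched pairs by an exact one-sided permutation test over all 40320 pairings of the Cy5 with the Cy3 arrays. Progeny were set against parents by an exact two-sided permutation test over 28 splits. Presence of a parental region in progeny was tested by a two-sided exact binomial test against 0.5 with Benjamini-Hochberg adjustment. Each progeny was compared with the other 7 mice at each of 950195 probes with limma, which takes the spread from those 7 mice because the progeny itself has 1 value. The calls were repeated after 20 shuffles of the probe order, which keep the values of each probe in all mice and break the neighbourhood. Sex-linked levels were set against 10000 random sets of as many autosomal probes.

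After the data were examined, a scan for weaker and longer shifts was added. It took a running median over 31 probes of the mean of the 2 arrays, after a running median over 1000 probes had been subtracted. An interval was kept where it passed the highest value of 10 shuffles of the same mouse.

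The steps were tested on simulated data, made by adding known shifts to real arrays with shuffled probe order (950622 probes). Regions of 10 probes shifted by -0.7 were recovered as a region of 2 or more positive probes in 96% of 50 cases, and single probes shifted by -0.7 in 8%. Regions of 20 probes shifted by 0.55 were recovered in 84% of 50 cases, whereas 16.3% of their probes were positive. Recovery as a region of 4 or more positive probes was lower. It was 62% for 10 probes shifted by -0.7 and 26% for 20 probes shifted by 0.55. limma called 45.2% of the probes in regions of 20 probes shifted by -0.7. The running median found 80% of 30 intervals of 50 probes shifted by -0.17 and 100% of those shifted by -0.3, with 0 intervals where nothing had been added. That 0 says little about false intervals in real probe order. The test data were shuffled, and the threshold itself came from shuffles.

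Alternatives fixed before the data were examined covered the thresholds, the joining of probes, the log10 column, the authors' value table, normexp background correction (offset 50), flagged spots, a filter on dim probes, the centring, a running median, each array alone, the parental comparison and each progeny left out. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1. Figures were drawn with matplotlib 3.10.9.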

Results

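Copy number was measured by array comparative genomic hybridization in 1 family of non-irradiated mice, with 1 sire, 1 dam and 6 progeny. The family belongs to a study that asked whether irradiation of male mice at 20 mGy per day for 400 days alters the number of new copy number variants in their offspring, and it served there as a control. Each of the 8 mice was hybridized on 2 arrays with the dyes swapped, against 1 reference male. The arrays were scanned on 4 days with 2 mice per day, and the sire and the dam shared a day that held no progeny. With 1 family and no irradiated animals, no effect of irradiation was compared. The comparisons were the ratio of the dam on the sex chromosomes, the probes that differed from the reference in each mouse, the regions shared within the family, and the regions of progeny that were not positive in a parent.

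The dam carried more X and less Y sequence than the reference male, as the sexes in the labels require of the array. Positive log2 ratios mean more DNA in the mouse than in the reference, the opposite of the direction in the study's value table. Over the 68 X probes, the mean log2 ratio of the dam was 0.88 (SD over probes 0.16), with 0.84 in the Cy5 array and 0.92 in the Cy3 array. A doubling without loss of contrast would give a value of 1. Over the 23 Y probes her mean was -1.69 (SD over probes 1.19). In the sire, the means were 0.02 on X and 0.09 on Y. Of 10000 random sets of as many autosomal probes, 0 lay as far from zero as the X or Y mean of the dam. The Y means of the sire and of progeny 2, though near zero, were also uncommon by this measure, with 8 and 59 sets as far. The X means of progeny 1, 2 and 3 were -0.01, 0.01 and 0.01, and those of progeny 4, 5 and 6 were 0.90, 0.86 and 0.90. On Y, progeny 1, 2 and 3 had 0.03, -0.08 and 0.03, and progeny 4, 5 and 6 had -1.69, -1.79 and -1.78. With background correction by normexp, the X mean of the dam was 0.65.

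**Figure D1:**
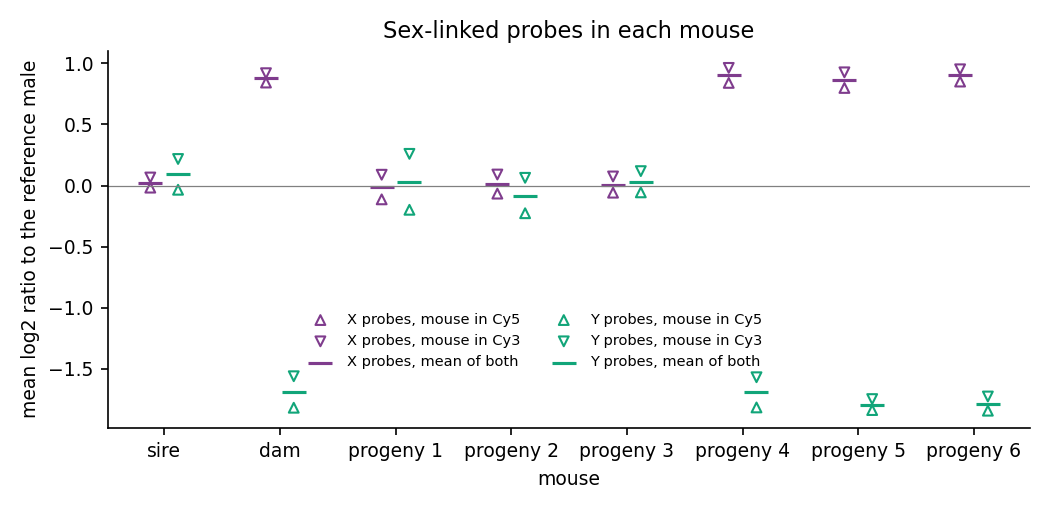
Mean log2 ratio to the reference male over the X and Y probes in each of the 8 mice. Triangles give the 2 dye orientations and bars their mean, and the dam lies at 0.88 on X and -1.69 on Y.

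Between 86 and 273 autosomal probes per mouse differed from the reference in both arrays, with a median of 172.5. The sire had 43 gain and 43 loss probes, and the dam had 29 gain and 86 loss probes. Among progeny, losses were most frequent in progeny 1, with 215 loss and 25 gain probes. Gains were most frequent in progeny 6, with 193 gain and 80 loss probes. Most positive probes stood alone, and 11.3% of the 1402 lay in regions of 2 or more. Probes that passed the threshold with opposite signs in the 2 arrays, which follow the dye and not the mouse, numbered 3611 and exceeded the positive probes in 7 of 8 mice. The exception was progeny 6, with 158 such probes. Of the loss probes of progeny 1, 3.26% were well above background in both channels of both arrays, against 96.4% of all autosomal probes in that mouse. Of the gain probes of progeny 6, 78.8% were well above background. Over progeny 2 to 6, the shares among loss probes were 3.1%, 0%, 43.4%, 31.7% and 78.8%. Among gain probes of progeny 1 to 5, they were 8%, 0%, 65.7%, 4.4% and 38.1%. When only probes well above background were used, the median per mouse was 58.

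**Figure D2:**
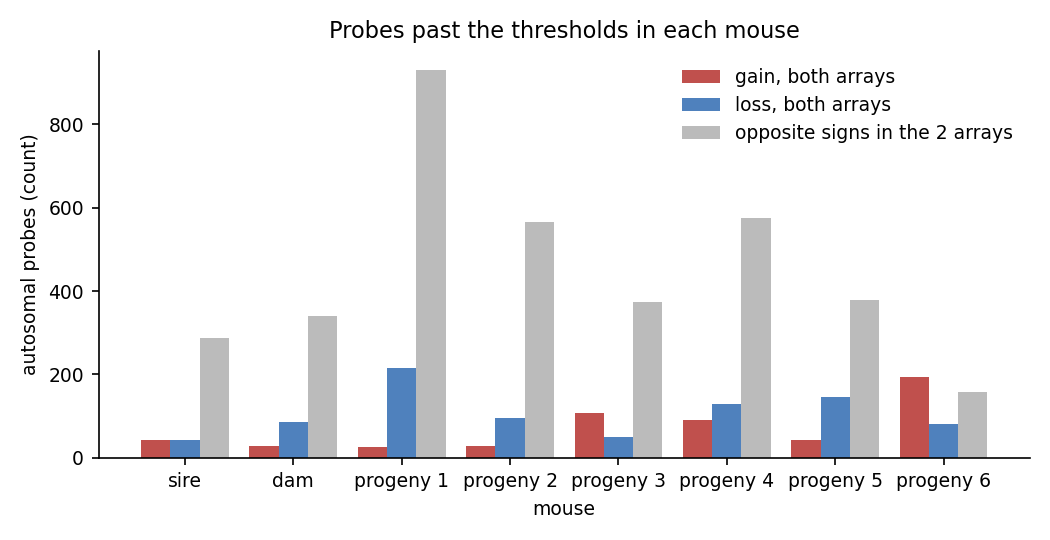
Number of autosomal probes per mouse with a gain in both arrays, a loss in both arrays, or values past 0.8 with opposite signs. Opposite signs outnumbered positive probes in 7 of the 8 mice, and progeny 6 had 193 gain probes.

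Each Cy5 array was also paired with the Cy3 arrays of the other mice. All arrays share the reference and the mice are relatives, so that positive probes of mismatched pairs include changes the mice have in common. The 8 own pairs gave 175.2 ± 65.8 positive probes (mean ± SD), and the 56 mismatched pairs gave 120.0 ± 40.4, with a range of 52 to 229. The sum over own pairs, 1402, was the highest of all 40320 pairings (exact permutation p = 2.48e-05, one-sided, the smallest this design can give). The next highest pairing gave 1380. Both arrays of a mouse were scanned on the same day, whereas most mismatched pairs cross days, so the test does not separate the mouse from the day. Own pairs also match in their level on the Y probes, whereas many mismatched pairs do not. At 35 loci, probes placed on autosomes were low in the same mice as the Y probes, which also enters the sums. The test was not repeated on probes well above background. Progeny had 200.2 ± 54.8 positive probes (SD, n = 6) and parents 100.5 ± 20.5 (SD, n = 2). The difference of 99.7 was not past 0.05 (exact permutation p = 0.0714, two-sided, 28 splits). With only probes well above background it was 29.8 (exact permutation p = 0.679). Because no scan day held both parents and progeny, day and generation cannot be told apart, and no value within a day could be had.

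The region with the most positive probes by the probe rule was a gain on chromosome 4, from 101110482 to 101270535 (160.1 kb, 74 probes, mm9). It was positive in the sire, progeny 3 and progeny 5. The mean log2 ratio was 0.53 in the sire, 0.56 in progeny 5 and 0.92 in progeny 3. In the dam it was 0.00, and in progeny 1, 2, 4 and 6 it lay between -0.03 and 0.01. Over the 74 probes, progeny 3 was above the sire by 0.39 (SE over probes 0.02), with 0.38 in the Cy5 arrays and 0.40 in the Cy3 arrays. Progeny 3 was above the sire at 74 of the 74 probes. Within the scan day of progeny 3 and progeny 4, the difference between these mice was 0.91.

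**Figure D3:**
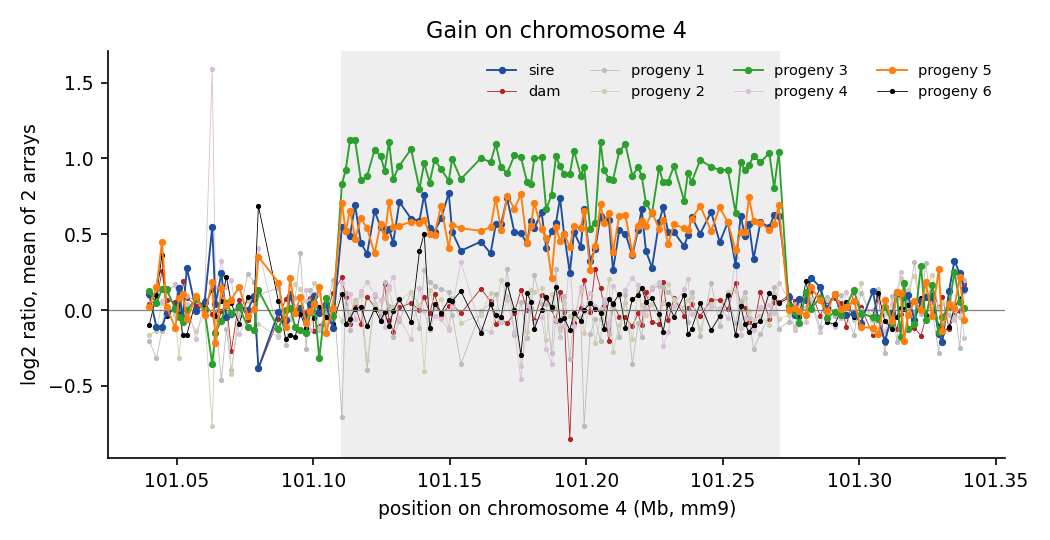
Log2 ratio of each probe, as the mean of the 2 arrays, along the chromosome 4 gain (shaded, 74 probes) and the 30 probes on each side in the 8 mice. The sire (0.53) and progeny 5 (0.56) follow the same level, progeny 3 (0.92) lies above them, and the other mice lie near zero.

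Losses on chromosomes 3 and 12 were also positive in a parent and in progeny. A loss on chromosome 3 from 25417435 to 25444229 (4 probes) had a mean of -1.35 in the dam, and of -1.46, -1.41 and -1.52 in progeny 4, 5 and 6. In the sire and progeny 1, 2 and 3 it lay between -0.07 and 0.10. The mice low there were those low on the Y probes. A loss on chromosome 12 from 56229128 to 56231639 (2 probes) had means of -0.70 in the sire, -0.85 in progeny 5 and -0.89 in progeny 6. The mean there was -0.34 in progeny 4, below the thresholds in size, and 0.44 in the dam and 0.40, 0.55 and 0.26 in progeny 1, 2 and 3. By the probe rule, 2 of the 6 progeny were positive for the chromosome 4 gain, 3 for the chromosome 3 loss and 2 for the chromosome 12 loss, and the last count rests on the thresholds. None of these 3 counts departed from 0.5 (exact binomial, adjusted p = 1 for each). That test takes each region as 1 autosomal place, and the count at chromosome 3 is also that of the progeny low on the Y probes. The smallest unadjusted p that 6 progeny allow is 0.03125.

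In all, 18 family regions of 2 or more positive probes were found, 3 gains and 15 losses. Of these, 14 were positive in a single mouse, and 8 were losses of 2 probes in progeny 1 alone. After the probe order was shuffled, 5 to 15 regions were found in each of 20 shuffles. The running median, chosen after the data were examined, found 7 intervals, among them the chromosome 4 gain. Around the chromosome 12 region, from 56189969 to 56256271 (34 probes), the sire and progeny 4, 5 and 6 had means of -0.39, -0.33, -0.39 and -0.37. The dam and progeny 1, 2 and 3 had 0.29, 0.27, 0.29 and 0.26 there. The deposited value table covered only 1 of these 34 probes. On chromosome 8 from 102132083 to 102242602 (38 probes), the dam had 0.29 and progeny 4, 5 and 6 had 0.31, 0.31 and 0.29, whereas the sire had 0.00 and progeny 1, 2 and 3 lay between -0.04 and 0.03. All 8 mice were below the reference on chromosome 15 from 8344898 to 8367454 (11 probes, -0.61 to -0.49) and on chromosome 14 from 53424661 to 54386805 (104 probes, -0.28 to -0.21). The value table covered 57 of these 104 probes of chromosome 14.

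**Figure D4:**
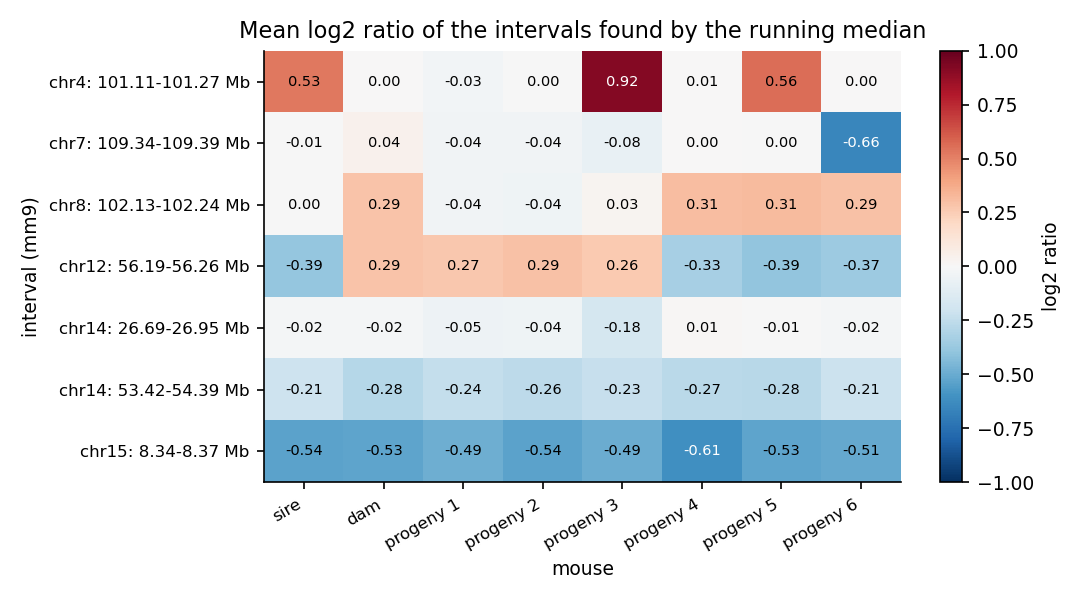
Mean log2 ratio of the 7 intervals found by the running median in each of the 8 mice, in colour and as printed values. Chromosome 7 is shifted in progeny 6 alone (-0.66), and chromosome 15 is low in all 8 mice.

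Candidates for new changes were probes positive in a progeny and in neither parent. A loss in progeny 6 on chromosome 7 had no counterpart in either parent. It spanned 27 probes from 109340982 to 109388929 (47.9 kb), with a mean log2 ratio of -0.66. These edges came from the running median, and the probe rule gave 2 pieces inside them. The 2 arrays gave -0.68 in Cy5 and -0.61 in Cy3. The other 7 mice had -0.02 ± 0.04 (mean ± SD), with a range of -0.08 to 0.04. Progeny 6 had a value at 26 of the 27 probes and was the lowest of the 8 mice at 24 of these 26. Within its scan day, progeny 6 minus progeny 5 was -0.65. The rule called 12 positive probes there, in pieces of 9 and 3. On the left, the nearest analysed probe ended at 109111933, which is 229 kb away, so that the left end was not located more closely. With normexp, no candidate region was called in this interval, where the mean was -0.43, and without the rule for adjacent pairs 0 of its probes were called in a candidate region. With 1 mouse against 7, no exact test can go below p = 0.125, and limma takes its spread from the other mice. The noise of progeny 6 itself does not enter that spread, so that limma cannot decide whether this loss is a change of the mouse.

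**Figure D5:**
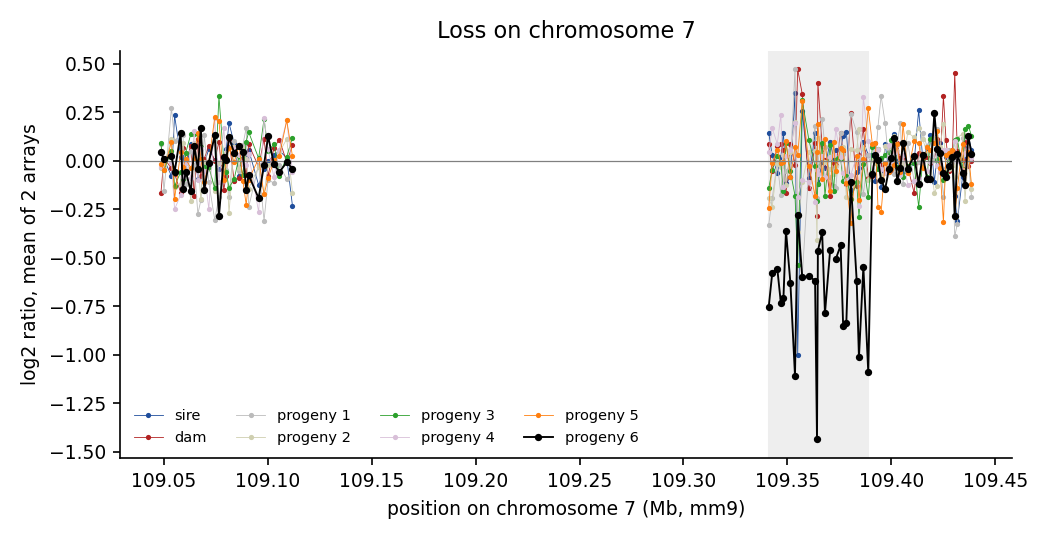
Log2 ratio of each probe, as the mean of the 2 arrays, along the chromosome 7 loss (shaded, 27 probes) and the 30 probes on each side in the 8 mice. Progeny 6 lies at -0.66 inside the interval, and lines are broken where analysed probes are far apart.

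The rule gave 21 candidate regions of 2 or more positive probes, 8 gains and 13 losses, and 5 of them held 4 or more. Of the 21, 10 lay where a parent was itself past 0.3 on the same side. Among these were 6 pieces of the chromosome 4 gain in progeny 3 and 5, which the probe rule counted as new because the sire's probes fell short of the thresholds. Over the whole gain, progeny 5 was above the sire by 0.03 and progeny 3 by 0.39. The other 11 regions were the 2 chromosome 7 pieces of progeny 6, 8 losses of 2 probes in progeny 1 and 1 loss of 2 probes in progeny 5. Only the chromosome 7 piece of 9 probes had 4 or more positive probes among the 11. Shuffled probe order gave 9.9 candidate regions of 2 or more on average (5 to 14) and 0 of 4 or more in 20 shuffles. Without progeny 1 there were 13 candidate regions of 2 or more, and without progeny 3 there were 3 of 4 or more.

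Single positive probes were far more frequent, with 945 candidates in the 6 progeny, 388 gains and 557 losses. They numbered 222, 118, 86, 172, 134 and 213 in progeny 1 to 6. With only probes well above background there were 192, and with normexp 83. Most of the 192 came from progeny 6. Of its 193 isolated gains, 191 were single candidates and 152 were well above background. limma was also run on each progeny, which has 1 value per probe, and took its spread from the other mice. The noise of the progeny itself does not enter that spread. limma therefore cannot decide which single probes are changes of the mouse, and its counts per progeny are not given.

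No whole chromosome was shifted by more than a small fraction of a copy. Mean log2 ratios of the 19 autosomes lay between -0.02 and 0.01 in the 8 mice. The SD over mice was at most 0.0077 for any autosome.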

Values the study reported

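For this family, the study listed 1 new variant that passed its later assays, a deletion on chromosome 7 in progeny 6. It gave 14 positive probes for that deletion on the first array and a size of 56,272 bp. The study placed it on GRCm38, and that position was not converted to mm9 here. Whether it is the chromosome 7 loss of progeny 6 described above was therefore not checked by position. The study reported 11 deletions in the non-irradiated group and 31 deletions in the irradiated group, a listing that leaves out mice with 4 or more variants. It reported new deletions in 7.1% of the non-irradiated progeny (11 of 156) and in 20.4% of the irradiated progeny (29 of 142).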

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

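The levels of both intervals below were looked at only after the running median had been chosen, which followed inspection of the data. Of 38 measures compared over the 6 progeny, 2 had a value far from the other 5, and chance alone gives about 1 in 20. That rate does not apply to these intervals, which were found because a mouse was shifted there.

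On chromosome 7 from 109340982 to 109388929, progeny 6 had a mean log2 ratio of -0.66 and the other progeny lay between -0.08 and 0.00. On chromosome 14 from 26694134 to 26953407 (66 probes, 259 kb), progeny 3 had a mean of -0.18 and the other progeny lay between -0.05 and 0.01. The means of progeny 3 there were -0.09 in the Cy5 array and -0.27 in the Cy3 array. The other 7 mice lay between 0.04 and 0.09 in Cy5 and between -0.16 and -0.07 in Cy3, so that progeny 3 was the lowest in each dye orientation. The sire and the dam both had -0.02, and no probe of the interval was positive by the thresholds in progeny 3. With normexp, the mean of progeny 3 was -0.15 and the other progeny lay between -0.08 and 0.05, so that progeny 3 was no longer far from the others by the same measure. The deposited value table covered only 1 of the 66 probes.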

How the results depend on the processing

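Of 118 alternatives, 73 left a value the same and 45 moved a value. A count was the same when it stayed within 1.5 times, and a test when it kept the direction and side of the threshold. The X mean of the dam was the same when it stayed within the SD of her 2 arrays (0.054). The causes of the moves were not tested, except where fewer probes or fewer mice entered by construction. Alternatives chosen after the data were seen were the running median, the limit on the parents' level, the filter on dim probes for progeny against parents (29.8, exact permutation p = 0.679, against p = 0.0714) and the pairing test without the larger regions (sum 1271, exact permutation p = 4.96e-05). In that pairing test, another pairing reached the same sum as the own pairs. No paired analysis was possible because the sire and dam groups hold 1 mouse each and share fewer than 2 replicate numbers with the progeny.

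The median of positive probes per mouse was 543 at a threshold of 0.6 and 78.5 at 1.0, 40 with normexp, 58 with only probes well above background, 707 on the mean of the 2 arrays, 5728.5 on the Cy5 array alone and 6566 on the Cy3 array alone. Family regions numbered 59 with a pair threshold of 0.4, 6 without the pair rule, 5 with normexp, 9 with probes well above background, 195 on the mean of the 2 arrays, 5414 and 8038 on the Cy5 and Cy3 arrays alone, and 7 with the running median. Candidate regions of 2 or more numbered 67 at 0.4, 5 without the pair rule, 9 with normexp, 12 with probes well above background, 187 on the mean, 4737 and 5526 on the Cy5 and Cy3 arrays, 4 when progeny had to pass each parent by 0.5, 1 with limma, and 11 when neither parent was past 0.3. Candidate regions of 4 or more numbered 9 at 0.4, 8 on the mean, 19 and 39 on the Cy5 and Cy3 arrays, 8 with no gap allowed in joining, 1 when progeny had to pass each parent by 0.5, 0 with limma, and 1 when neither parent was past 0.3. Single candidates numbered 3594 at 0.6 and 294 at 1.0, 83 with normexp, 192 with probes well above background, 5232 on the mean, 26084 and 28700 on the Cy5 and Cy3 arrays, and 583 when progeny had to pass each parent by 0.5. With 1 progeny left out, candidate regions of 2 or more ranged from 13 (without progeny 1) to 20, those of 4 or more from 3 (without progeny 3) to 5, and single candidates from 723 to 859. The X mean of the dam was 0.65 with normexp, and the regions positive in exactly 1 parent numbered 1 without the pair rule. Gene lists were not run. The share of positive probes well above background differed among mice. Among loss probes it was 25.6% in the sire and 61.6% in the dam. That share was higher in the dam and progeny 4, 5 and 6, the mice low on the Y probes, than in each of the others. The 35 loci low in the same mice as the Y probes, described below, were well above background in every mouse. Between 96.5% and 99.6% of spots were well above background, against 3.26% of the loss probes of progeny 1 and 78.8% of the gain probes of progeny 6. Low shares were not particular to progeny 1, with 0% of the loss probes of progeny 3 and 0% of the gain probes of progeny 2. The highest share outside progeny 6 was 65.7%, of the gain probes of progeny 3.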

Other observations

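All tests in this part were chosen after the results had been seen.

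Probes placed on autosomes by the array design were low in the dam and in progeny 4, 5 and 6 at many separate places. Of 41 loci that were below -0.8 in both arrays of the dam and within 0.3 of zero in the sire, 35 were low in exactly the progeny that were low on the Y probes. A progeny was called low where it lay nearer to the level of the dam than to zero. The chromosome 3 loss from 25417435 to 25444229 was 1 of these 35. The loci lay on 14 autosomes, and 33 of them held 1 probe each. The lowest was on chromosome 6 from 104241394 to 104241453, with -3.99 in the dam, -3.96, -4.07 and -3.91 in progeny 4, 5 and 6, and -0.01 in the sire. At the 35 loci, the sire and progeny 1, 2 and 3 lay between -0.42 and 0.23.

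If separate autosomal deletions had passed from the dam independently, each set of the 6 progeny would have a chance of 1 in 64, or 0.641 loci of the 41. The 35 loci made up 94.6% of the loci low in any progeny, which argues against separate autosomal deletions. Sequence shared with the Y chromosome is a candidate explanation for these 35 loci. The chromosome 8 gain, at 0.29 in the dam, showed the same set of mice and was a single place, and its origin was not tested. The chromosome 12 interval of 34 probes split the progeny in the same way, but with the sire low (-0.39) and the dam high (0.29). Its origin was not tested either.

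The gain on chromosome 4 was higher in progeny 3 than in the sire. The lower of the differences in the 2 dye orientations was 0.38, which argues against an effect of a single array. A copy passed on by the dam is argued against by her level of 0.0048. The difference of 0.39 was close to the step of 0.37 from 3 to 4 copies, scaled by the X level of the dam, so that progeny 3 may carry 1 further copy than the sire. This closeness was examined for the main values only. With normexp, the levels were 0.87 in progeny 3 and 0.47 in the sire. The X mean of the dam was then 0.65, so that the scaled step would be smaller. The levels of progeny 3 and the sire lay about as far apart as with the main values, so that the closeness would be poorer. The comparison itself was not repeated, and the number of copies was left open. A mislabelled sample was not tested, and no second sample of progeny 3 was used here.

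The isolated probes of progeny 1 and progeny 6 differed in kind. Of the 199 isolated losses of progeny 1, 1.51% were well above background, and dim signal may account for them. Of the 193 isolated gains of progeny 6, 78.8% were well above background, which argues against dim signal for most of them. Changes private to progeny 6 are argued against as well, because the same probes had a median of -0.51 in the sire, -0.17 in the dam, 0.31 in progeny 4 and 0.42 in progeny 5. The probes on each side had a median of 0.00 in progeny 6. Mice of a shared scan day differed at these probes (the sire from the dam, and -0.01 in progeny 3 from 0.31 in progeny 4), so that scan day alone does not give these levels. Progeny 1 (0.02) and progeny 2 (-0.05), which also shared a day, lay close together. The medians were lowest on the day of the sire and the dam and highest on the day of progeny 5 and 6. A part played by scan day was not tested, and the origin of these levels was left open.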
